# Antifungal Agent 4-AN Changes the Genome-Wide Expression Profile, Downregulates Virulence-Associated Genes and Induces Necrosis in *Candida albicans* Cells

**DOI:** 10.3390/molecules25122928

**Published:** 2020-06-25

**Authors:** Aleksandra Martyna, Maciej Masłyk, Monika Janeczko, Elżbieta Kochanowicz, Bartłomiej Gielniewski, Aleksandra Świercz, Oleg M. Demchuk, Konrad Kubiński

**Keywords:** 4-AN, *C. albicans*, gene expression, synergy, antifungals, necrosis

## Abstract

In the light of the increasing occurrence of antifungal resistance, there is an urgent need to search for new therapeutic strategies to overcome this phenomenon. One of the applied approaches is the synthesis of small-molecule compounds showing antifungal properties. Here we present a continuation of the research on the recently discovered anti-*Candida albicans* agent 4-AN. Using next generation sequencing and transcriptional analysis, we revealed that the treatment of *C. albicans* with 4-AN can change the expression profile of a large number of genes. The highest upregulation was observed in the case of genes involved in cell stress, while the highest downregulation was shown for genes coding sugar transporters. Real-time PCR analysis revealed 4-AN mediated reduction of the relative expression of genes engaged in fungal virulence (ALS1, ALS3, BCR1, CPH1, ECE1, EFG1, HWP1, HYR1 and SAP1). The determination of the fractional inhibitory concentration index (FICI) showed that the combination of 4-AN with amphotericin B is synergistic. Finally, flow cytometry analysis revealed that the compound induces mainly necrosis in *C. albicans* cells.

## 1. Introduction

Together with *Candida glabrata*, *Candida topicalis*, *Candida parapsilosis* and *Candida krusei*, *Candida albicans* cause over 95% of invasive candidiasis [1]. In comparison with other fungal pathogens, *C. albicans* threatens human health to the greatest extent [2]. The available systemic drugs against *C. albicans* mainly belong to three groups of chemicals: azoles, polyenes and echinocandins. The mechanisms of their action in fungal cells and the mechanisms of antifungal resistance are well recognized [3]. On one hand, antifungal drugs are effective in most cases; on the other hand, in some circumstances, fungi can develop different strategies of antifungal resistance, which poses a crucial problem for the fight against candidiasis [4].

One of approaches to solving this issue is to discover new agents that overcome cellular and molecular antifungal resistance. Since a large number of chemicals derived from quinones show antifungal properties, we focused our research on this class of chemicals [5,6,7]. The 4-AN is a recently revealed antifungal agent containing a quinone methide moiety substituted with an oxime group (Figure 1). It is known that quinone methides can react with biological nucleophiles to give covalent bonds with proteins. Those protein alkylation reactions induce cellular biological pathway events that, in some cases, lead to antiproliferative cellular effects [8]. The 4-AN shows high anti-*C. albicans* activity with minimal inhibitory concentration/minimal fungicidal concentration (MIC/MFC) values of 4/4 µg/mL and effectively disturbs hyphal growth at the 4-AN concentration of MIC/16. Concurrently, at the effective anti-*C. albicans* doses, the compound does not exert any toxic effect on either human erythrocytes or Zebrafish embryos [9]. Since the structure of 4-AN resembles known protein kinase inhibitors on the one hand and the phosphorylation status of some Candida proteins correlates with fungal pathogenicity on the other hand, we examined the ability of 4-AN to inhibit protein kinases. The compound reduced the level of phosphorylation of cellular proteins and inhibited the activity of several protein kinases, e.g., CK2, DYRK1A, CLK1, CDK9/CyclinT and Pim1 in vitro. Based on these data, we assume that protein kinases may be cellular targets of 4-AN and the compound disturbs the growth of *C. albicans* through the modulation of cellular protein phosphorylation. We also observed that 4-AN shows fungistatic and fungicidal effects on clinical *C. albicans* isolates with MIC/MFC values of 4–256 µg/mL. It is noteworthy that the chemical can overcome the antifungal resistance towards the systemic drugs ketoconazole and caspofungin [10].

This study is a continuation of studies on the anti-*C. albicans* properties of 4-AN. Here we report changes in the genome-wide expression profile of *C. albicans* in response to 4-AN. Using real-time qPCR, we also examined the expression of genes important for biofilm formation and hyphal growth. Moreover, the synergism of the 4-AN action with some systemic antifungals was studied. Finally, using flow cytometry, we determined the type of cell death induced by 4-AN in *C. albicans* cells.

## 2. Results

### 2.1. Gene-Expression Response to 4-AN Exposure

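The genome-wide expression experiment used 4 cultures of *C. albicans*, 2 grown with 4-AN at 1 µg/mL (MIC/4, the MIC being 4 µg/mL) and 2 control cultures grown with 0.1% DMSO, all at 30 °C and harvested at an optical density of 1. 4-AN is a quinone methide that carries an oxime group. Poly-A enriched, strand-specific libraries were sequenced as paired reads. The authors trimmed the reads with Trimmomatic, mapped them with STAR to assembly ASM18296v3 and counted the reads on each gene with htseq-count, and they deposited these raw counts for 6263 genes. The versions and the strand setting of the counting are not given in the sources used here. The total count was 1598567 in control replicate 1, 2250861 in control replicate 2, 1985395 in 4-AN replicate 1 and 2304932 in 4-AN replicate 2. Ribosomal RNA genes took 58.5% of the counts of control replicate 1 (95% Wilson interval 58.5 to 58.6), against 3.86% (3.83 to 3.88) in control replicate 2, 7.66% (7.62 to 7.7) in 4-AN replicate 1 and 6.94% (6.91 to 6.97) in 4-AN replicate 2. Outside these genes, 662662 counts were left in control replicate 1, and between 1833335 and 2163990 in the other libraries. The median count of the genes kept for testing was 26 in control replicate 1 and between 94 and 108 in the other libraries. Counts were scaled by edgeR's TMM method, which gave control replicate 1 an effective library size of 806703, against 2510280 to 2874672 for the others. Expression is given below as counts per 1000000 of the effective library size (CPM). Genes were tested with edgeR's quasi-likelihood test on the condition alone, over the genes with a mean count of at least 2. Intervals and limits on low counts cover counting error only.

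**Figure D1:**
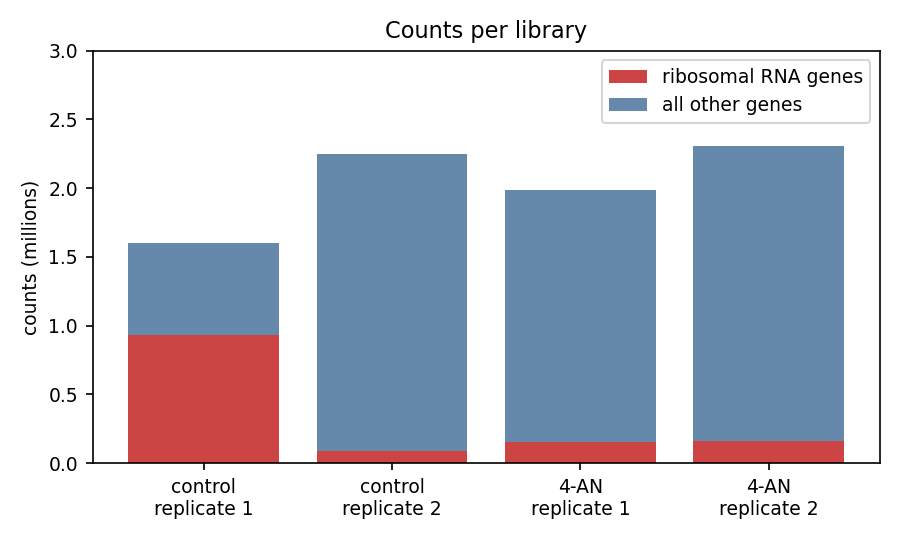
Counts per library in units of 1000000, split into ribosomal RNA genes and all other genes, one bar for each of the 4 libraries. In control replicate 1, 935905 counts lay on ribosomal RNA genes and 662662 on all other genes.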

In order to explore the genome-wide expression profile of *C. albicans* in response to 4-AN, total RNA was isolated from *C. albicans* treated with the compound and from untreated fungi (control). RNA was sequenced, which was followed by bioinformatics analysis of the next generation sequencing (NGS) results (the complete analysis is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150837). A statistical difference in the expression (*p* ≤ 0.05) compared with the control cells) of 104 genes was revealed: 26 showed an increase and 78 showed a decrease in expression. 

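With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 5775 genes had an adjusted p of at most 0.05 between the 2 4-AN and the 2 control libraries. The lowest adjusted p was 0.457. At an unadjusted p under 0.05 there were 335 genes, 149 higher and 186 lower with 4-AN, where 289 are given by chance. Limma-voom called 0 genes, with 298 at an unadjusted p under 0.05. DESeq2 with its default settings, the tool the paper names, called 104 genes, 26 higher and 78 lower, and these were the genes of the paper's list. All 104 had the same direction in the edgeR fit, and 84 of them had an unadjusted p under 0.05 there. The alternative that moved the edgeR count most was leaving out control replicate 2, which gave 3352 genes. Without control replicate 1 the count was 2051, and in both fits the single control library was assumed to vary as little as the 4-AN pair. Of the paper's genes, the fit without control replicate 1 called all 26 upregulated and 47 of the 78 downregulated genes, and 92 of the 104 kept their direction in it. The paper takes the adjusted p of DESeq2's Wald test as its indicator of significance, and on that basis states that the expression of these genes differed from the control cells.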

The other genes that were affected but did not meet the criteria of the statistical significance (*p* > 0.05) are listed in the Supplementary Materials (Table S1). 

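Table S1 lists 5775 genes. For the 5772 whose names matched the count table, the log2 fold change of the DESeq2 fit made here lay within 0.01 of the listed value. DESeq2 left 224 genes without an adjusted p through its independent filtering. Without that filtering it called 103 genes. At an unadjusted p under 0.05 the DESeq2 fit had 473 genes, 118 higher and 355 lower with 4-AN. Across genes, the edgeR fit had a median log2 fold change of -0.08.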

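The replicates of the groups differed in how close they were. Over the 5775 genes, the median absolute difference in log2 CPM was 1.10 between the control replicates and 0.19 between the 4-AN replicates, a ratio of 5.81 (95% bootstrap interval over genes, 5.60 to 6.07). With library totals in place of TMM, the ratio was 8.28. The correlation of log2 CPM across genes, which are not independent replicates, was 0.717 between the control replicates and 0.987 between the 4-AN replicates. Control replicate 2 had a correlation of 0.939 with 4-AN replicate 1 and of 0.929 with 4-AN replicate 2, both above its correlation with control replicate 1. Outside ribosomal RNA genes, the counts of the replicates differed by more than sampling noise in both groups. The chi-square per degree of freedom was 2.97 over 5503 genes for the 4-AN replicates and 89.8 over 5511 genes for the control replicates.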

The pattern of the expression values for the differentially expressed genes is presented with heat maps (Figure 2). Expression values of each sample were log_2_ transformed for the clear view of low expressed genes. Left panel of Figure 2 presents upregulated genes, and the right one, downregulated. On each heat map hierarchical clustering (HC) indicates two groups of genes. 

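Among the 26 upregulated genes of the paper's list, both 4-AN libraries were at least 2 times as high in CPM as both control libraries for all 26. The median ratio of the mean of 4-AN to the control, after adding 1 CPM, was 13.9 against control replicate 1 and 11.2 against control replicate 2. Among the 78 downregulated genes, control replicate 1 was at least 2 times as high as both 4-AN libraries for 77, and control replicate 2 for 47. Both control libraries were so for 46 of them. For 17 of the 78 genes, control replicate 2 did not lie above both 4-AN libraries. The median ratio of the control to the mean of 4-AN was 20.0 for control replicate 1 and 2.75 for control replicate 2. In 67 of the 78 genes control replicate 1 was higher than control replicate 2. The list was chosen by the study on these same libraries.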

The smaller groups include genes with significantly higher expression (marked in dark red) in 4-AN samples (for upregulated genes) or in control samples (for downregulated genes). It is worth noting that genes with high absolute values of log_2_-fold change > 6 (which is equivalent to expression ratio > 64) are equally distributed among the HC groups. The highest absolute log_2_-fold change was observed for 5 upregulated (GST1, EBP1, CAALFM_C406710WA, OYE32, CIP1) and 8 downregulated genes (OPT2, IFF11, HXT5, PLB1, CAALFM_C703560WA, CAALFM_CR03580CA, IHD1, HGT12).

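GST1, on chromosome 4 of ASM18296v3 from 1536828 to 1537565, had 0 counts in both control libraries and 124 in each 4-AN library. It was at least 57.0-fold higher with 4-AN, against a floor of 3 counts over the control group. With the floor on 1 control library, the limit was 12.5-fold for control replicate 1 and 44.5-fold for control replicate 2. EBP1 (chromosome 6, 229417 to 230640) rose from 12.9 ± 5.92 CPM in the control to 1510 ± 49.3 CPM with 4-AN (SD, n = 2 each), a log2 fold change of 6.82 (standard error 0.629, adjusted p = 0.457 from edgeR's quasi-likelihood test). The log2 fold changes of CAALFM_C406710WA, OYE32 and CIP1 were 6.44, 6.32 and 6.23, with standard errors of 0.661, 0.792 and 1.32. With each library left out in turn, they lay between 6.00 and 7.16 for CAALFM_C406710WA and between 5.64 and 7.26 for OYE32, and that of EBP1 between 6.47 and 7.43. CIP1 had 6 and 1 counts in the control libraries, and its log2 fold change was 9.14 without control replicate 1 and 4.89 without control replicate 2. OPT2 (chromosome R, 499907 to 502696) and IFF11 (chromosome 3, 95652 to 97187) had 0 counts in both 4-AN libraries, and were at least 14.5-fold and 9.18-fold lower with 4-AN. Against control replicate 2 alone these limits were 7.43-fold and 4.33-fold, and against control replicate 1 alone 39.7-fold and 26.5-fold. HXT5, PLB1, CAALFM_C703560WA, CAALFM_CR03580CA and IHD1 had 1 to 3 counts over both 4-AN libraries. The ratio of control to 4-AN, from the summed counts with an exact 95% interval, was 114 (31.0 to 948) for IHD1, 46.9 (15.6 to 231) for HXT5 and 52.2 (8.79 to 2120) for PLB1. It was 47.8 (8.01 to 1950) for CAALFM_C703560WA and 43.5 (11.5 to 367) for CAALFM_CR03580CA. Against control replicate 2 alone, it was 134 (36.3 to 1110) for IHD1, 2.48 (0.419 to 16.9) for HXT5, 9.28 (1.04 to 439) for PLB1 and 7.43 (0.735 to 366) for CAALFM_C703560WA. CAALFM_CR03580CA had 3 counts in control replicate 2 and 2 over both 4-AN libraries, so no ratio is given for it. Against control replicate 1 alone, the ratio was 43.0 for IHD1 and between 189 and 205 for the other 4 genes. HGT12 (chromosome 7, 41587 to 43167) had 439 counts in control replicate 1 and 2 in control replicate 2, against 5 and 18 with 4-AN. Its log2 fold change was -5.99 (standard error 2.67) with all libraries and 2.55 without control replicate 1. In the DESeq2 fit, an absolute log2 fold change above 6 was found for 5 upregulated and 8 downregulated genes of the list.

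**Figure D2:**
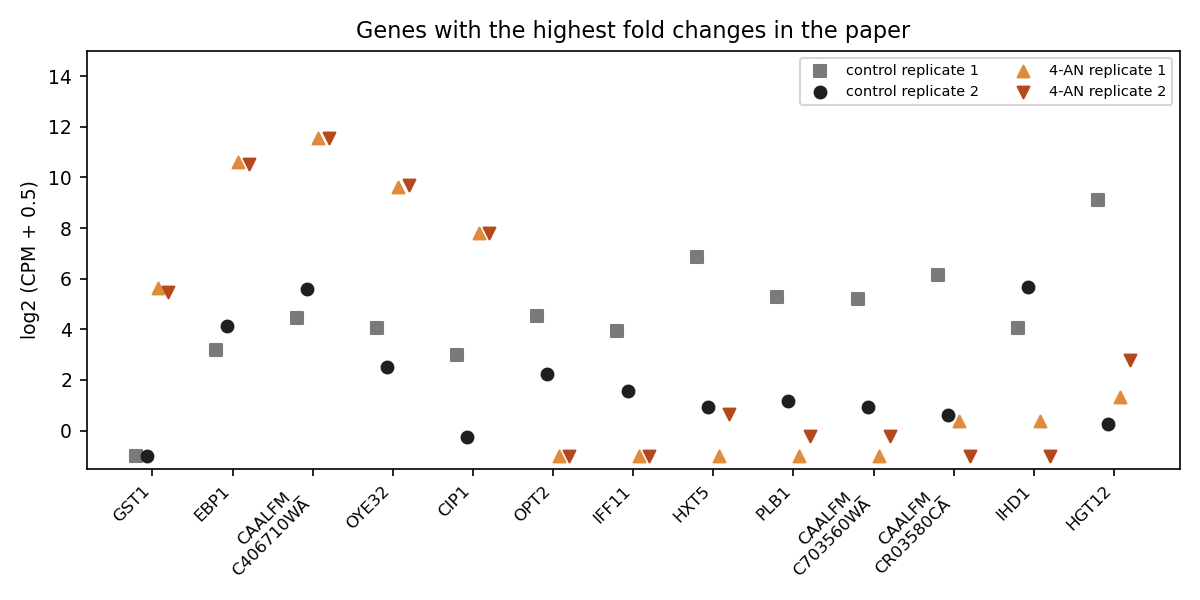
Expression of the 13 genes in each library, as log2 of CPM plus 0.5, with squares and circles for the control replicates and triangles for the 4-AN replicates. The 5 upregulated genes lie above both controls in both 4-AN libraries, whereas HGT12 is high in control replicate 1 alone, at 544 CPM against 0.696 CPM in control replicate 2.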

The differentially expressed genes were grouped based on their function depicted in the candida genome database (http://www.candidagenome.org) (Figure 3). The largest group comprised genes with unknown function (36%), followed by small-molecule transport (15%), cell stress (8%), lipid, fatty acid and sterol metabolism (7%), other metabolism (6%), pathogenesis (6%) and carbohydrate metabolism (5%).

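When the genes that Fig. 3 lists by category were matched to the 104 genes that the DESeq2 fit called, 39 (37.5%) were left in the unknown group. Small-molecule transport held 16 genes (15.4%), cell stress 9 (8.65%), lipid, fatty acid and sterol metabolism 8 (7.69%) and other metabolism 7 (6.73%). Carbohydrate metabolism held 5 genes (4.81%) and pathogenesis 4 (3.85%). The categories are the paper's, and no enrichment was tested.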

### 2.2. Response of Biofilm Formation—And Hyphal Growth-Associated Genes to 4-AN

To explore the mechanism of the interference of 4-AN in C. albicans hyphal growth and biofilm formation, the effect of the compound on the expression of the selected genes involved in these processes was examined. *C. albicans* were cultured in the presence of the compound or without 4-AN (control). This was followed by RNA isolation and a real-time PCR assay of the selected genes, i.e., ALS1, ALS3, BCR1, CPH1, ECE1, EFG1, HWP1, HYR1 and SAP1 [11,12,13,14,15]. The 4-AN action resulted in suppression of all examined genes. The three genes responsible for C. albicans adhesion (ALS1, ALS3 and HWP1) were downregulated to a lesser extent (to about 60%). The expression of gene SAP1 encoding aspartyl proteinase important for virulence was reduced to 33%. The highest decrease (from 16% to 4%) was observed in the case of the expression of genes engaged in hyphal growth (ECE1, HYR1, CPH1, EFG1, HWP1). The 4-AN compound was also found to downregulate significantly (to 10%) the positive regulator of adherence BCR1 (Figure 4).

### 2.3. Combination of 4-AN with Antifungal Drugs

In order to verify whether 4-AN could be applied in combination with systemic antifungal drugs, the fractional inhibitory concentration index (FICI) was calculated with the use of the checkerboard method, which is the most commonly used approach to characterize the activity of antimicrobial combinations [16,17,18]. The 4-AN was examined in combination with the representatives of three groups of antifungals: azoles (ketoconazole), polyenes (amphotericin B) and echinocandins (caspofungin). The results revealed that 4-AN showed no interaction with caspofungin and ketoconazole, while the combination of 4-AN with amphotericin B was slightly synergistic (Table 1).

### 2.4. Effect of 4-AN on Cell Death in C. albicans Cells

To determine whether 4-AN kills cells through induction of apoptosis and/or necrosis, flow cytometry analyses were performed followed by annexin V- and PI-staining. The systemic drug amphotericin B was used as a positive control. The analysis showed that 4-AN and amphotericin B induced dose-dependent necrosis of *C. albicans* cells (Figure 5). The 4-AN at 4 (MIC), 8 and 50 µg/mL induced necrosis in 3.71, 6.85 and 60.66% of cells, respectively. Necrosis was significantly greater in response to 1.5 (MIC), 3 and 5 µg/mL, i.e., it was detected in 8.45, 34.45% and 50.77% of cells. The percentages of early and late apoptotic cells were low, from 0.51% to 3.04% and were not correlated with the doses of the antifungal agents.

## 3. Discussion

Gene-expression profiling experiments can reveal three main groups of responses: (i) responses consistent with the mechanisms of action of a compound, (ii) responses indicative of other pathways that may be affected by an agent and (iii) responses that reflect mechanisms of resistance to a drug [19]. In the case of 4-AN, the suggested mechanism of action in *C. albicans* cells is downregulation of cellular phosphorylation through inhibition of the activity of some protein kinases [9,10]. Since protein kinases can act as transcriptional factors or they regulate the activity of many transcriptional factors via phosphorylation, a decrease in the cellular activity of these enzymes can significantly disturb the expression of genes [20,21,22]. For example, protein kinase CK2—which is inhibited by 4-AN—upregulates the specific DNA-binding activity of the TATA-binding protein (TBP) by direct phosphorylation of this protein in yeast, which in turn activates RNA polymerase II [9,23]. Another kinase that is targeted by 4-AN is DYRK1A, and the Candida equivalent of the kinase is YAK1 [9]. Genome-wide analysis of DYRK1A-associated loci reveals that the kinase is recruited preferentially to promoters of genes actively transcribed by RNA polymerase II. The kinase phosphorylates the *C*-terminal domain of the polymerase at Ser2 and Ser5 and activates its association at the target promoters [24]. Taking the above into consideration, it can be assumed that many gene responses are a result of 4-AN-mediated inhibition of kinase activity in *C. albicans* cells (Figure 3).

A study on changes in the genome-wide expression profile of *C. albicans* in response to representatives of polyenes (amphotericin B), pyrimidines (Flucytosine), azoles (ketoconazole), and echinocandins (caspofungin) was conducted earlier [19]. In comparison with this study, the expression profile of *C. albicans* in response to 4-AN shows no similarity with any of the antifungals tested, which may be a result of different mechanisms of action. The highest upregulation mediated by 4-AN was observed in the case of cell stress genes (GST1 and CIP1) and genes regulating lipid, fatty acid and sterol metabolism (EBP1 and OYE32). These two groups of the analyzed genes contain the largest number of upregulated genes. 

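By direction, cell stress held 6 upregulated and 3 downregulated genes of the DESeq2 list, and lipid, fatty acid and sterol metabolism 4 and 4. The unknown group held 10 upregulated and 29 downregulated genes. Other metabolism, nucleic acid processing and protein degradation each held 1 upregulated gene, and the remaining upregulated genes were 3 in small-molecule transport. None of these genes passed the adjusted p of edgeR's quasi-likelihood test, in which 335 genes had an unadjusted p under 0.05.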

The increase in the expression of GST1 coding glutathione S-transferase and genes CIP1, EBP1, and OYE32 coding oxidoreductases is a response of the *C. albicans* cell to the xenobiotic 4-AN, which induces oxidative stress. It is also worth mentioning that only 3 of the 16 responsive small molecule transport genes were upregulated (RBT5, ARR3 and RTA3). 

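RBT5 (chromosome 4, 19713 to 20438) rose from 37.2 ± 24.6 CPM in the control to 883 ± 124 CPM with 4-AN (SD, n = 2 each), a log2 fold change of 4.54 (standard error 0.701, adjusted p = 0.503 from edgeR's quasi-likelihood test). ARR3 (chromosome 4, 1535338 to 1536519) rose from 6.97 ± 5.92 to 83.2 ± 7.86 CPM, and RTA3 (chromosome 2, 1314688 to 1316082) from 17.3 ± 6.98 to 130 ± 10.7 CPM. Their log2 fold changes were 3.73 (standard error 0.804) and 2.87 (standard error 0.527), with adjusted p-values of 0.682 and 0.576 in the same edgeR fit. DESeq2 gave adjusted p-values of 6.38e-07 for RBT5, 0.00463 for ARR3 and 0.0127 for RTA3. For all 3 genes both 4-AN libraries lay above both controls. With each library left out in turn, the log2 fold change was between 4.02 and 5.47 for RBT5, between 2.89 and 4.88 for ARR3 and between 2.55 and 3.39 for RTA3, the ends of each range coming from leaving out a control replicate.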

A common function of these genes is engagement in biofilm formation. Increased expression of three more genes (YIM1, MRF1 and SEN2) representing three distinct groups was observed. 

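YIM1 (chromosome 2, 790963 to 792051) rose from 29.0 ± 20.0 to 402 ± 18.6 CPM (SD, n = 2 each), a log2 fold change of 3.76 with a standard error of 0.686. The log2 fold change of MRF1 (chromosome 1, 2562559 to 2563638) was 3.47 (standard error 0.591), and that of SEN2 (chromosome 4, 547908 to 549077) was 3.20 (standard error 0.677). In edgeR's quasi-likelihood test the adjusted p-values of the genes were 0.576, 0.555 and 0.682. SEN2 had 1 and 14 counts in the control libraries and 72 and 105 with 4-AN. DESeq2 gave adjusted p-values of 0.000155 for YIM1, 0.00102 for MRF1 and 0.048 for SEN2. With each library left out in turn, the log2 fold change was between 3.22 and 4.75 for YIM1, between 2.98 and 4.09 for MRF1 and between 2.75 and 4.67 for SEN2.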

YIM1 and MRF1 encode mitochondrial proteins and are induced by the fungicide benomyl, while SEN2 encodes endonuclease.

The largest number of downregulated genes belongs to three functional groups, namely small molecule transport, other metabolism and carbohydrate metabolism genes. 

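Of the 78 downregulated genes in the DESeq2 list, 13 belonged to small-molecule transport, 6 to other metabolism and 5 to carbohydrate metabolism, and 29 had no known function. The sugar transporter genes HXT5, HGT12, HGT19, HGT13, HGT17 and HGT6 were all lower with 4-AN in the fit of all libraries. HGT6 (chromosome 2, 170189 to 171841) fell from 127 ± 19.0 CPM in the control to 4.82 ± 1.19 CPM with 4-AN (SD, n = 2 each). Its log2 fold change was -4.71 (standard error 0.534, adjusted p = 0.457 from edgeR's quasi-likelihood test), and both controls, at 114 and 141 CPM, lay above both 4-AN libraries. HGT19 (chromosome 3, 28278 to 30170) had 198 CPM in control replicate 1 and 4.87 CPM in control replicate 2, against 2.39 and 1.42 CPM with 4-AN. HGT13 (chromosome 7, 43379 to 45102) had 196 and 2.09 CPM in the controls and 3.19 and 2.12 CPM with 4-AN. HGT17 (chromosome 4, 217108 to 218946) had 90.5 and 3.13 CPM in the controls and 0.398 and 2.83 CPM with 4-AN. Without control replicate 1, the log2 fold change was 0.33 for HGT13, -0.87 for HGT17, -1.35 for HGT19 and -1.24 for HXT5. For HGT6 it was -4.84. As a set, the 6 genes were lower with fry's directional p = 0.202 (0.404 adjusted over both sets tested), and with p = 0.00709 without control replicate 2 and p = 0.153 without control replicate 1, these p-values coming from a model fitted over all genes and not from an exact test. Camera with a preset inter-gene correlation of 0.01 gave p = 1.49e-06, a call that did not hold with the correlation estimated (p = 0.0999) or under fry. The set was chosen by the study on these libraries. Over all 18 genes whose symbol starts with HGT or HXT, fry, which is not an exact test, gave p = 0.312.

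**Figure D3:**
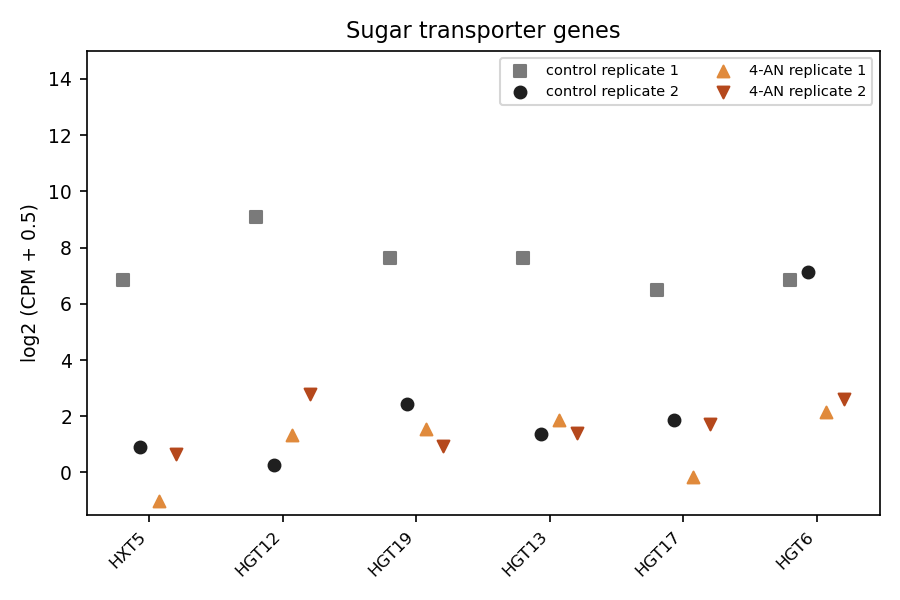
Expression of the 6 sugar transporter genes in each library, as log2 of CPM plus 0.5, with squares and circles for the control replicates and triangles for the 4-AN replicates. HGT6 is high in both controls, and HXT5 (115 CPM against 1.39 CPM), HGT12, HGT13, HGT17 and HGT19 are high in control replicate 1 only.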

The lowest expression was observed in the case of genes coding sugar transporters (HXT5, HGT12, HGT19, HGT13, HGT17 and HGT6)

Since 4-AN can disturb both *C. albicans* hyphal growth and biofilm formation, we used real time PCR to examine whether the compound can affect the expression of genes engaged in hyphal growth, biofilm formation and virulence. It should be noted that the genes selected for this assay were also detected in the above-described genome-wide expression profiling. Nevertheless, none of these genes met the statistical criteria that were accepted during the bioinformatic analysis (Table S1). In contrast, it must be noted that most the genes selected for real-time PCR were downregulated in the genome-wide expression profiling experiment described above. 

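Of the 9 genes of the real-time PCR assay, 7 passed the filter on the mean count. ECE1 had 0 and 2 counts in the control libraries and 3 and 0 with 4-AN, and HWP1 had 2 and 0 in the control and 0 and 4 with 4-AN, so that no change was detectable at this depth. ALS1 (chromosome 6, 791291 to 795073) had 702 ± 397 CPM in the control and 278 ± 55.7 CPM with 4-AN (SD, n = 2 each), a log2 fold change of -1.34 (standard error 0.583, adjusted p = 0.791 from edgeR's quasi-likelihood test). It was -1.82 without control replicate 1 and -0.60 without control replicate 2. Fits with 1 control library hold no spread between control cultures, so only their log2 fold changes are given. The log2 fold changes of BCR1, SAP1, EFG1 and CPH1 were -0.57, -0.56, -0.17 and -0.11, each smaller than its standard error. ALS3 had a log2 fold change of 0.03 (standard error 0.501). HYR1 (chromosome 1, 2944587 to 2947346) had 8.68 and 9.74 CPM in the controls and 19.5 and 21.9 CPM with 4-AN, a log2 fold change of 1.15 (standard error 0.452) that stayed between 1.07 and 1.25 with each library left out. Its adjusted p from edgeR's quasi-likelihood test was 0.791 with all libraries. Of the 7 genes, 5 had a negative log2 fold change. EFG1 was higher with 4-AN without control replicate 2 (log2 fold change 0.85) and lower without control replicate 1 (-0.76). BCR1 and CPH1 also changed sign without control replicate 2, to 0.70 and 0.26, and without control replicate 1 BCR1 had a log2 fold change of -1.21. With library totals in place of TMM, which raised the median log2 fold change of all genes to 0.36, CPH1 and EFG1 had log2 fold changes of 0.26 and 0.03, both below that median. The reference gene ACT1 had 653 and 1430 CPM in the controls and 1070 and 1080 CPM with 4-AN. The 7 genes as a set gave a fry directional p = 0.823 (0.823 adjusted over both sets), computed from the fit over all genes and not from an exact test.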

The real-time PCR analysis revealed that the genes responsible for cell adhesion (HWP1, ALS1 and ALS2) were downregulated to a lesser extent. This corresponds to our recent data showing that 4-AN has no significant influence on the adhesion phase at the concentration of up to MIC/2, but it can destroy mature biofilm to 50% at the same concentration [10]. The largest decrease in expression was observed in the case of four genes having key roles in the morphogenetic regulation in *C. albicans* and in controlling the growth of hyphae (EFG1, CPH1, ECE1 and HYR1). The expression of the same genes in response to systemic drugs were examined by An and collaborators [14]. They showed that the genes were downregulated in response to Fluconazole, amphotericin B and fungichromin.

Synergistic drug combination is one of the strategies for searching drugs with a novel mode of action. There are several mechanisms proposed for antifungal synergy: (i) inhibition of different stages of the same biochemical pathway, (ii) increased penetration of an antifungal agent as a result of the cell wall activity of another agent, (iii) a transport interaction and (iv) simultaneous inhibition of different cell targets [18,19]. Based on the determined fractional inhibitory concentration index (FICI), 4-AN shows antifungal slight synergy with amphotericin B. Since the genome-wide expression profile of *C. albicans* in response to 4-AN is different than the profile in response to amphotericin B, the agents probably act in diverse biochemical pathways. Moreover, the compounds differ in their cellular targets: AmpB disturbs cell wall integrity, while 4-AN acts as a protein kinase inhibitor. Taking the above into consideration, it can be concluded that the antifungal combination of 4-AN and AmpB is a reasonable pathway in the development of this new antifungal agent.

Based on our recent studies, we suggest protein kinase inhibition as a possible cellular target of 4-AN. Many small-molecule inhibitors of protein kinases show the ability to induce apoptosis; hence, the compounds are considered as promising anti-cancer agents [25]. One of such molecules is staurosporine, which inhibits many protein kinases and thus induces apoptosis in a variety of cancer cells [26,27]. On one hand, 4-AN can act as a multikinase inhibitor. On the other hand, it induces mainly necrosis and a low level of apoptosis in *C. albicans*, as revealed by the flow cytometry analysis. A similar effect against *C. albicans* is also exerted by systemic antifungal drugs, amphotericin B and caspofungin, which can both induce necrosis and apoptosis with prevalence of necrotic cells [28,29]. Such an effect of 4-AN on fungal cells may be a result of some other cellular activity of the agent, beside inhibition of protein kinases.

## 4. Materials and Methods

### 4.1. C. albicans Cultures and RNA Isolation

*C. albicans* (ATCC 10,231) was cultured in duplicate in 100 mL flasks at 30 °C with vigorous shaking in the presence of 4-AN at the concentration of MIC/4 (1 µg/mL) or 0.1% DMSO (control cells in duplicate). The cultures were terminated by centrifugation when OD_600_ reached a value of 1. Cells were frozen at −70 °C or used immediately. Total RNA was isolated from four cell samples using a YeaStarTM RNA kit (Zymo Research, Irvine, CA, USA) according to the manufacturer’s protocol.

### 4.2. RNA Sequencing

The quality and integrity of total RNA was assessed with an Agilent 2100 Bioanalyzer using an RNA 6000 Nano Kit (Agilent Technologies, Ltd., Santa Clara, CA, USA). Strand-specific polyA enriched RNA libraries were prepared using the KAPA Stranded mRNA Sample Preparation Kit according to the manufacturer’s protocol (Kapa Biosystems, Wilmington, MA, USA). Briefly, mRNA molecules were enriched with 500 ng of total RNA using poly T oligo-attached magnetic beads (Kapa Biosystems). The mRNA was fragmented, and the first-strand cDNA was synthesized using reverse transcriptase. The second cDNA synthesis was performed to generate double-stranded cDNA (dsDNA). Adenosines were added to the 3′ ends of dsDNA and adapters were ligated (adapters from NEB, Ipswich, MA, USA). Following the adapter ligation, uracil in a loop structure of the adapter was digested by USER enzyme from NEB. Adapters containing DNA fragments were amplified by PCR using NEB starters. Library evaluation was done with an Agilent 2100 Bioanalyzer using the Agilent DNA High Sensitivity chip (Agilent Technologies, Ltd.) The mean library size was 300 bp. The libraries were quantified using a Quantus fluorometer and QuantiFluor double stranded DNA System (Promega, Madison, WI, USA). The libraries were run in the rapid run flow cell and were paired-end sequenced (2 × 76 bp) on HiSeq 1500 (Illumina, San Diego, CA, USA). The experiment was done in duplicate.

### 4.3. Sequencing Data Analysis

Raw paired-end reads were filtered according to the quality with the Trimmomatic tool with parameters SLIDINGWINDOW:6:20 MINLEN:35 [30]. On average 6.5% of low-quality reads were discarded from sequenced libraries. The remaining paired-end reads were mapped to the genome of *C. albicans* SC531 (assembly ASM18296v3) with STAR [31]. Depending on the library, 92%–95% of reads were uniquely mapped to the reference genome. The expression of all 6263 genes was calculated with the htseq-count tool [32]. The genes with very low expression across the examined samples were discarded from further analysis. Thus, we obtained 5775 genes having on average at least 2 mapped reads.

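The count table holds 6263 genes, and a mean of at least 2 counts over the 4 libraries was reached by 5775 of them. The filter removed 488 genes (7.79%), ECE1 and HWP1 among them.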

The differential expression analysis of the control and 4-AN treated sample was performed with the negative binomial (Gamma–Poisson) distribution implemented in the DESeq2 R package [33]. First, size factors for each sequencing library are estimated using the median ratio method. Next, coefficients of dispersion are calculated for each gene. Finally, counts for each gene are modeled using negative binomial distribution, normalized by the library size factors and gene specific coefficients of dispersion and the Wald test is used to test the significance of differential expression. The indicator that tells if differential expression of a gene is statistically significant is the *p*-value, which was later adjusted for multiple test correction by the Benjamini–Hochberg procedure to reduce false discovery rates (FDR). Hereafter, *p* stands for FDR adjusted *p*-value.

### 4.4. Real-Time PCR

The relative expression of genes associated with adhesion and hyphal growth of, i.e., ALS1, ALS3, BCR1, CPH1, ECE1, EFG1, HWP1, HYR1, and SAP1 was evaluated using two-step real-time PCR after treatment with 4-AN (1 µg/mL). Control cells were treated with DMSO (0.1%). Total RNA was converted to cDNA using smart a First Strand cDNA Synthesis Kit (EurX, Gdańsk, Poland). For PCR detection of transcripts, we used TaqMan Gene Expression Assays (Lot: 170255, designed by manufacturer, Thermo Fisher Scientific, Waltham, MA, USA) and Probe qPCR Master Mix (EurX). The cDNA samples were pre-treated at 50 °C for 2 min with UNG to degrade any dUMP-containing PCR products and then subjected to initial denaturation at 95 °C for 10 min., followed by 40 amplification cycles with denaturation at 94 °C for 15 s, annealing at 60 °C for 30 s and extension at 72 °C for 30 s using RotorGene-6000 (Corbett Life Science, Mortlake, Australia). The relative gene-expression level of the tested genes was calculated with the 2^−(ΔΔCt)^ method using ACT as a reference gene. The experiment was done in triplicate.

### 4.5. Determination of the Fractional Inhibitory Concentration Index

The effectiveness of the antifungal combination was determined using the checkerboard microdilution method [16]. The combinations of caspofungin/4AN, amphotericin B/4AN and ketoconazole/4AN were used at 1/16, 1/8, 1/4, 1/2, MIC, 2 × MIC and 4 × MIC. Minimal inhibitory concentrations (MIC) were determined as previously described [10]. The fractional inhibitory concentration index (FICI) values were calculated for each well with the equation FICI = FICA + FICB = (MICA + B / MICA) + (MICB + A / MICB), where MICA and MICB are the MICs of drugs A and B alone, respectively and MICA + B and MICB + A are the concentrations of the drugs applied in combination, respectively, in all the wells corresponding to the MIC. Drug interactions were classified as synergistic, indifferent, of antagonistic referring to the fractional inhibitory concentration index (FICI), which was defined as FICI ≤ 0.5, synergy; 0.5 < FICI ≤ 4, no interaction; FICI > 4, antagonism [1].

### 4.6. Flow Cytometry

Overnight cultures were refreshed in Sabouraud dextrose broth medium to the mid-exponential phase, then treated with 4, 8 and 50 µg/mL of 4-AN and with 1.5, 3 and 5-µg/mL of amphotericin B for 2 h (control). Then, the cells were harvested. To prepare protoplasts, *C. albicans* cells were incubated at 30 °C for 20 min. in 0.02 mg/mL zymolyase 20T in 0.1-M PPB buffer (50-mM K2HPO4, 5-mM EDTA, 50-mM DTT, 50-mM KH2PO4 and 40-mM β-mercaptoethanol) with 1-M sorbitol at pH 6. After that, the cell protoplasts were washed in PPB buffer with 1-M sorbitol and resuspended in 1× binding buffer (BD Pharmingen, San Diego, CA, USA) with 1-M sorbitol. Next, the FITC Annexin V Apoptosis Detection Kit I (BD Pharmingen) was used according to the manufacturer’s instructions. The stained cells were analyzed by flow cytometry (BD FACSCalibur).

## 5. Conclusions

Summing up, further data on anti-*C. albicans* agent 4-AN were revealed: (i) 4-AN can change the expression profile of a large number of genes. The highest upregulation was observed in the case of genes involved in cell stress, while the highest downregulation was shown for genes coding sugar transporters; (ii) 4-AN reduces the expression of genes engaged in fungal virulence; (iii) 4-AN shows slight synergism with amphotericin; (iv) 4-AN kills *C. albicans* cells mainly via necrosis.

## Figures and Tables

**Figure 1:**
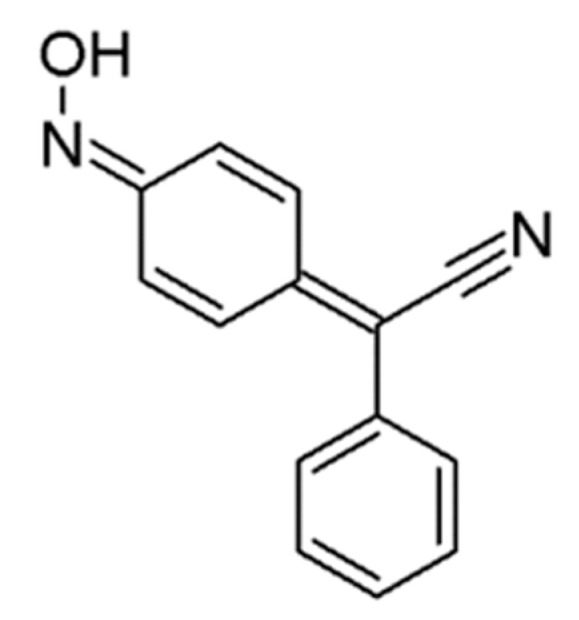
Chemical structure of 4-AN.

**Figure 2:**
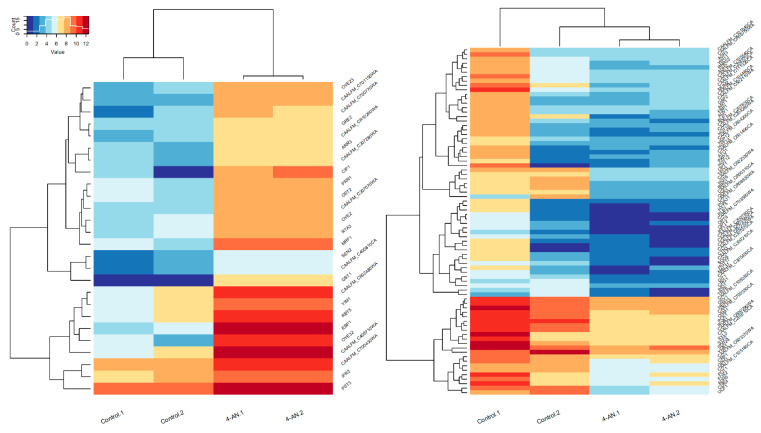
Heat maps of gene-expression log values in the response to 4-AN treatment of 104 differentially expressed genes. Left heat map presents 26 upregulated genes in 4-AN treat cells, while right heat map depicts 78 downregulated genes.

**Figure 3:**
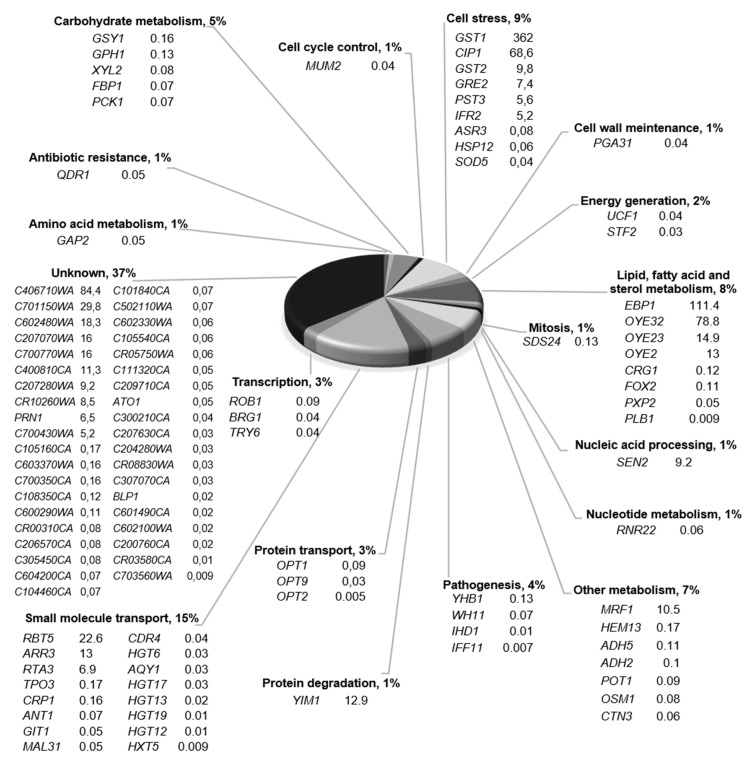
Distribution of 4-AN-responsive genes. The genes were assigned to functional categories according to the candida genome database (http://www.candidagenome.org). The average gene-expression ratio in cells treated with 4-AN vs control cells is presented.

**Figure 4:**
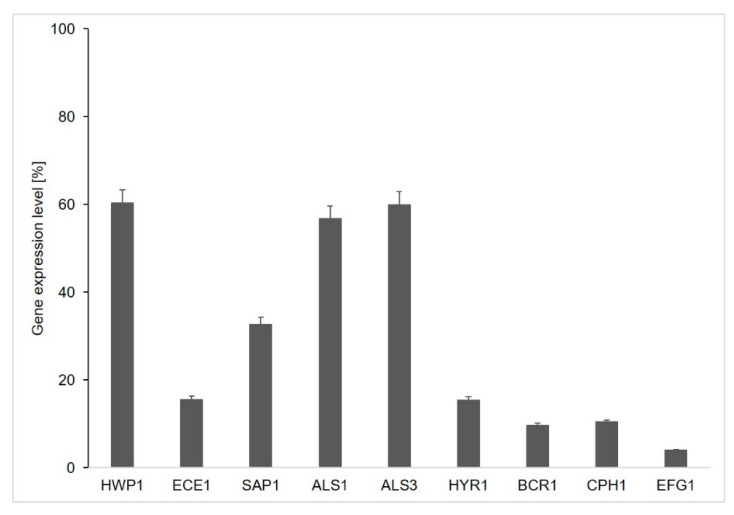
Relative expression of the selected genes in response to the 4-AN action detected by real-time PCR.

**Figure 5:**
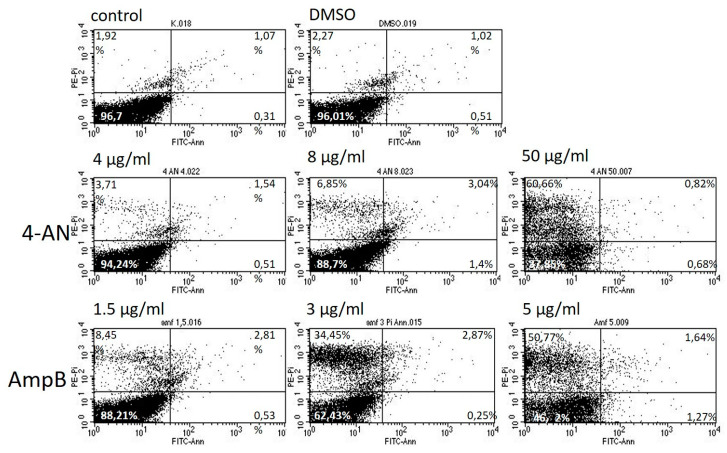
Flow cytometry analysis of *C. albicans* cells treated with 4-AN and amphotericin B (AmpB) (control).

**Table 1:** Fractional inhibitory concentration index (FICI) values for 4-AN in combination with systemic antibiotics. FICI ≤ 0.5, synergism; 0.5 < FICI ≤ 4, no interaction; FICI > 4, antagonism.

	4-AN
Caspofungin	**1.5**
Amphotericin B	**0.45**
Ketoconazole	**1**

## Supplementary Materials

The following are available online at https://www.mdpi.com/1420-3049/25/12/2928/s1. Table S1: Transcriptome profile of *C. albicans* genes after 4-AN treatment.

# Supplementary material for: Antifungal Agent 4-AN Changes the Genome-Wide Expression Profile, Downregulates Virulence-Associated Genes and Induces Necrosis in Candida albicans Cells
**Source:** Molecules. 2020 Jun 25;25(12):2928. doi: 10.3390/molecules25122928
**Supplement:** Supplementary file 1

## Supplementary material

The antifungal agent 4-AN changes the genome-wide expression profile,  
down-regulates virulence-associated genes and induces necrosis in  
*Candida albicans* cells

Aleksandra Martyna, Maciej Maslyk, Monika Janeczko, Elżbieta Kochanowicz, Bartłomiej  
Gielniewski, Aleksandra Świercz, Oleg M. Demchuk, and Konrad Kubiński\*

**Table S1.** Transcriptome profile of *C. albicans* genes after 4-AN treatment

| Gene       | baseMean    | log2FoldChange | lfcSE     | stat        | pvalue   | padj     |
|------------|-------------|----------------|-----------|-------------|----------|----------|
| EBP1       | 1497,806686 | 6,794108741    | 0,7249343 | 9,372033493 | 7,11E-21 | 3,95E-17 |
| _C406710WA | 3020,310624 | 6,419655938    | 0,7095013 | 9,048123964 | 1,45E-19 | 4,04E-16 |
| OYE32      | 805,2759316 | 6,273496533    | 0,7923963 | 7,917120083 | 2,43E-15 | 4,50E-12 |
| CDR4       | 508,3831811 | -4,544148955   | 0,7023087 | -6,47030175 | 9,78E-11 | 1,36E-07 |
| UCF1       | 416,2360412 | -4,512925227   | 0,7209592 | -6,25961292 | 3,86E-10 | 4,28E-07 |
| HGT6       | 133,906572  | -4,762076205   | 0,7662979 | -6,21439287 | 5,15E-10 | 4,77E-07 |
| RBT5       | 907,0208565 | 4,5208984      | 0,735818  | 6,144044087 | 8,04E-10 | 6,38E-07 |
| _C701150WA | 134,654893  | 4,944623594    | 0,8218976 | 6,016106975 | 1,79E-09 | 1,24E-06 |
| CIP1       | 222,7617918 | 6,083635958    | 1,0153731 | 5,991527489 | 2,08E-09 | 1,28E-06 |
| BRG1       | 124,033519  | -4,581223782   | 0,7722079 | -5,93262974 | 2,98E-09 | 1,65E-06 |
| _C602480WA | 584,6113993 | 4,195382938    | 0,7353374 | 5,705385155 | 1,16E-08 | 5,86E-06 |
| AQY1       | 131,0466608 | -5,128398457   | 0,9105998 | -5,63189075 | 1,78E-08 | 7,61E-06 |
| PCK1       | 1125,62616  | -3,82333892    | 0,6786534 | -5,63371366 | 1,76E-08 | 7,61E-06 |
| _C207070WA | 179,4326967 | 4,038811242    | 0,7693978 | 5,249314936 | 1,53E-07 | 6,05E-05 |
| BLP1       | 151,8083043 | -5,625917289   | 1,0783198 | -5,21729952 | 1,82E-07 | 6,72E-05 |
| GST1       | 45,93784342 | 8,546710643    | 1,6633641 | 5,138208002 | 2,77E-07 | 9,62E-05 |
| ROB1       | 987,6902513 | -3,511380321   | 0,6880328 | -5,10350751 | 3,33E-07 | 0,000109 |
| _C111320CA | 244,253553  | -4,278055165   | 0,8542935 | -5,00771128 | 5,51E-07 | 0,000155 |
| OYE2       | 216,4620416 | 3,66985391     | 0,7326483 | 5,009025522 | 5,47E-07 | 0,000155 |
| YIM1       | 425,2559627 | 3,739711213    | 0,7472203 | 5,004830621 | 5,59E-07 | 0,000155 |
| OYE23      | 148,9300365 | 3,893499462    | 0,8149296 | 4,777712663 | 1,77E-06 | 0,000469 |
| HGT19      | 109,5312826 | -5,839554135   | 1,2250328 | -4,76685545 | 1,87E-06 | 0,000472 |
| _C602330WA | 206,3314178 | -3,93154437    | 0,8356141 | -4,70497633 | 2,54E-06 | 0,000564 |
| OPT1       | 157,3449282 | -3,384009761   | 0,7182071 | -4,71174652 | 2,46E-06 | 0,000564 |
| STF2       | 3073,717532 | -4,838191994   | 1,0253329 | -4,71865476 | 2,37E-06 | 0,000564 |
| IHD1       | 33,34241698 | -6,476889632   | 1,3813342 | -4,688865   | 2,75E-06 | 0,000587 |
| MRF1       | 275,8032924 | 3,408116585    | 0,7464092 | 4,566016567 | 4,97E-06 | 0,001022 |
| _C700770WA | 87,09978758 | 4,042478278    | 0,8907041 | 4,5385201   | 5,67E-06 | 0,001123 |
| _CR00310CA | 75,4273895  | -3,602451522   | 0,7960962 | -4,52514606 | 6,04E-06 | 0,001155 |
| _C600290WA | 744,035418  | -3,125489716   | 0,7030794 | -4,4454294  | 8,77E-06 | 0,001571 |

|          |             |              |           |             |          |    |
|----------|-------------|--------------|-----------|-------------|----------|----|
| IMG2     | 1,9547903   | 0,021230349  | 2,2992353 | 0,009233656 | 0,992633 | NA |
| KAR5     | 1,418608043 | -0,090619455 | 2,6835909 | -0,03376798 | 0,973062 | NA |
| KTI11    | 2,371051277 | 2,903872025  | 2,3256511 | 1,248627569 | 0,211801 | NA |
| LDG3     | 1,476634633 | 2,155616136  | 2,7103946 | 0,795314491 | 0,426431 | NA |
| 01-lip   | 3,3678497   | -2,173310882 | 2,0135484 | -1,07934372 | 0,280435 | NA |
| 09-lip   | 1,651284688 | 2,336198813  | 2,6066625 | 0,896241403 | 0,370124 | NA |
| LYS5     | 2,586429654 | -1,177654264 | 2,0511067 | -0,57415552 | 0,565863 | NA |
| MED22    | 1,418608043 | -0,090619455 | 2,6835909 | -0,03376798 | 0,973062 | NA |
| PGA15    | 2,986996779 | -0,054071659 | 1,867488  | -0,02895422 | 0,976901 | NA |
| PGA19    | 4,200536762 | -2,086904501 | 1,8537541 | -1,12577199 | 0,260262 | NA |
| PGA30    | 4,7809091   | -4,561762416 | 2,3740131 | -1,92154052 | 0,054664 | NA |
| PGA61    | 1,593258098 | 0,203822615  | 2,5595105 | 0,079633437 | 0,936529 | NA |
| PHO112   | 2,758023127 | -1,199575782 | 2,1212356 | -0,56550804 | 0,571728 | NA |
| PHO8     | 4,714341719 | -0,619027035 | 1,5535801 | -0,39845195 | 0,690297 | NA |
| PSF1     | 4,107571727 | 0,076086398  | 1,7710929 | 0,04296014  | 0,965733 | NA |
| RBT7     | 1,886059909 | -0,65848208  | 2,2930941 | -0,28715876 | 0,773991 | NA |
| RTA4     | 3,879885133 | 0,419367734  | 1,8143875 | 0,231134602 | 0,81721  | NA |
| SAP6     | 1,995353514 | 1,825578119  | 2,3957701 | 0,762000548 | 0,44606  | NA |
| SAP7     | 4,65968907  | -0,121022323 | 1,6502956 | -0,07333372 | 0,941541 | NA |
| SEN15    | 4,504435859 | 0,516476042  | 1,7149216 | 0,301165977 | 0,763288 | NA |
| SFT1     | 3,458151639 | -0,247041479 | 1,7932458 | -0,1377622  | 0,890428 | NA |
| SNR6     | 1,577323013 | 0,794700855  | 2,6384568 | 0,301199118 | 0,763263 | NA |
| SOD4     | 1,630118319 | 2,317650522  | 2,6214696 | 0,884103536 | 0,37664  | NA |
| SPC19    | 4,927697645 | 1,14325163   | 1,6749133 | 0,682573606 | 0,494876 | NA |
| SPO1     | 4,985735927 | -0,066501919 | 1,5798765 | -0,04209311 | 0,966424 | NA |
| SPO11    | 4,034820984 | -1,684186805 | 1,7843612 | -0,94385979 | 0,345241 | NA |
| SPO22    | 2,07664505  | -0,854494592 | 2,1801791 | -0,39193779 | 0,695104 | NA |
| SPR28    | 3,533641604 | 0,705464737  | 1,8568424 | 0,379927094 | 0,704    | NA |
| STE18    | 3,742019173 | -1,180072135 | 1,7499732 | -0,67433726 | 0,500097 | NA |
| TEP1     | 3,779120627 | -1,499517735 | 1,7830122 | -0,84100253 | 0,400347 | NA |
| UGA6     | 3,521333386 | -1,804138947 | 1,9556035 | -0,92254842 | 0,356243 | NA |
| UME6     | 2,877703174 | -2,066684907 | 1,9760051 | -1,04589045 | 0,295612 | NA |
| UME7     | 4,518207935 | -2,275077899 | 1,7566746 | -1,29510488 | 0,195284 | NA |
| VMA22    | 2,673028599 | 0,472340416  | 2,0742878 | 0,227712087 | 0,81987  | NA |
| ZCF19    | 3,250015304 | 0,270949179  | 1,9468842 | 0,139170672 | 0,889315 | NA |
| ZCF25    | 3,27979859  | -0,557560978 | 1,8050289 | -0,3088931  | 0,757403 | NA |
| tG(CCC)1 | 2,087107617 | 0,226717588  | 2,2041587 | 0,102859012 | 0,918075 | NA |
| tG(GCC)6 | 1,836638544 | 1,080488419  | 2,4718065 | 0,437124997 | 0,662021 | NA |
| tH(GUG)3 | 2,734682056 | -1,363833913 | 1,9709011 | -0,69198497 | 0,488947 | NA |
| tI(UAU)1 | 3,027483867 | -2,072089194 | 1,9838289 | -1,04448986 | 0,296259 | NA |
| tL(AAG)1 | 4,632974058 | -1,520167681 | 1,6784361 | -0,90570485 | 0,365092 | NA |
| tL(AAG)2 | 3,556665316 | -0,741383958 | 1,8680088 | -0,39688463 | 0,691453 | NA |
| tL(CAA)6 | 4,297522149 | -3,369014795 | 2,2316981 | -1,50961942 | 0,131141 | NA |
| tP(UGG)2 | 2,11350527  | 0,849342913  | 2,2529543 | 0,37699075  | 0,70618  | NA |
| tP(UGG)3 | 2,554559484 | -0,275882298 | 2,1262371 | -0,12975142 | 0,896763 | NA |

How the deposited data were processed for this re-analysis (not part of the article)

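RNA from 2 cultures of *C. albicans* grown with 4-AN and 2 control cultures grown with DMSO was sequenced, and the values used here are the raw counts per gene that the authors deposited. The authors trimmed the reads with Trimmomatic, mapped them with STAR to assembly ASM18296v3 and counted them with htseq-count. The samples were matched to conditions and replicate numbers from their labels and the paper's methods. The table has 4 columns of counts and 5 columns without a name, which were not used. A last row without a gene name equals the sum of the genes in each library and was left out of library sizes and tests. Genes were matched by symbol or locus tag to the annotation of the same assembly, and all 6263 had a match, which gave the coordinates.

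Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 5775 genes with a mean count of at least 2 were kept, the filter the paper states. They were scaled by TMM, and the common dispersion was estimated at a coefficient of variation of 0.519. The groups were compared with the quasi-likelihood test at its default settings with condition as the only term, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. With 2 libraries in each group, an exact permutation test of 1 gene cannot give a two-sided p below 0.333, so only tests that share the spread over genes were used. Gene sets were tested with fry and camera. Log2 CPM used a prior count of 2, and the plots add 0.5 CPM. A gene with 0 counts in every library of a group was given a limit of 3 counts over the group, and a gene with 1 to 3 counts an exact 95% interval of the ratio of summed counts. The total counts, from 1598567 to 2304932 per library, set the precision, and control replicate 1 had 662662 counts outside ribosomal RNA genes.

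The alternatives fixed before the data were examined were DESeq2 with and without independent filtering, limma-voom, legacy and robust quasi-likelihood settings, other normalizations, other low-count filters, other thresholds, the replicate number as a block and leaving out each library. The legacy setting turned out to be the default of the installed edgeR version, so it equals the reported fit. The genes named in the text were fixed by a rule made after Table S1 had been read. It covers every gene the paper names as measured by sequencing or real-time PCR with ACT1, the 5 upregulated and 5 downregulated genes with the largest changes past the threshold and both 4-AN values on one side of both controls, of which there were none, and the genes of 2 kinases that the paper discusses, YAK1 and the CK2 genes CKA1, CKA2, CKB1 and CKB2. Of the genes under this rule, 1 is not reported here. Other genes were named after their values were seen. The 12 gene lists of the closing section were written from gene symbols before the counts were seen and after Table S1 had been read.

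The tests were tried on simulated counts for the 5775 genes with 2 libraries per group, in 5 runs with 200 genes changed by 8 times. Each gene had the same dispersion in all libraries, whereas in the data the control replicates lay further apart than the 4-AN replicates. At the spread of the whole data, the quasi-likelihood test recovered 6.7% of the changed genes, limma-voom 11.7% and DESeq2 69.2%. Of the DESeq2 calls 16.7% were false, and of the quasi-likelihood calls 11.8%. At the spread of the 4-AN pair, the quasi-likelihood test recovered 99.9% and DESeq2 96.6%, with 4.4% and 0.103% of the calls false. Real-time PCR, drug combination and flow cytometry measurements were not analysed here.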

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

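The genes in this part, the criterion without a prior count and the tests of counting error and of reads shared with CDR1 were chosen only after the values were seen.

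Outside the genes the paper lists or discusses, 2 genes were at least 4 times higher in both 4-AN libraries than in both control libraries once a prior count of 2 was added, CDR2 and PRN4. In all, 27 of the 5775 genes met this criterion, 25 of them in the paper's list. Without a prior count, which lets genes with few counts pass, 36 genes met it, 26 of them in the list and 10 outside. Of the other genes outside, FRP1, with 10 and 31 counts in the controls and 128 and 159 with 4-AN, had the highest counts. In the other direction, 25 genes were at least 4 times lower with the prior count, 21 of them in the list, and 40 without it, 25 in the list and 15 outside. Of these 15, IFE2 had the highest counts, 437 and 1609 in the controls and 296 and 381 with 4-AN (DESeq2 adjusted p = 0.0545). The 4 outside with the prior count were RAS2 (7 and 29 counts in the controls, 1 and 3 with 4-AN), CAALFM_C301540WA (6 and 19 against 1 and 2), CAALFM_C600810CA (8 and 13 against 1 and 1) and CAALFM_C306860CA (51 and 155 against 26 and 32). None of these 4 passed the threshold in edgeR's quasi-likelihood test or in DESeq2. By order alone, chance puts both 4-AN libraries above both controls for 16.7% of genes, without the condition on size. CDR2 (chromosome 3 of ASM18296v3, 1047887 to 1052386) had 7 and 16 counts in the controls and 126 and 107 with 4-AN, a log2 fold change of 2.68. PRN4 (chromosome 1, 1221543 to 1222529) had 13 and 56 counts in the controls and 216 and 293 with 4-AN, a log2 fold change of 2.40. Neither passed the threshold in edgeR's quasi-likelihood test (adjusted p = 0.602 for both) or in DESeq2, which gave 0.0847 and 0.0664.

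The exact Poisson intervals of the summed counts did not overlap between the groups for either of the 2 genes, which argues against counting error. Reads shared with its paralog CDR1, which lies on the same chromosome, would keep the ratio of CDR2 to CDR1 counts constant. That ratio was 0.648% in control replicate 2 and at least 2.35% with 4-AN, 3.63 times higher. Fisher's exact test on the counts of single libraries gave a two-sided p of at most 5.07e-08. The Fisher p-values here and for PRN4 cover counting error only, and not the spread between cultures. The ratio of CDR2 to CDR1 was 16.7% in control replicate 1, where CDR1 had only 42 counts. For PRN4, the ratio to PRN1, which lies on the same chromosome from 1215414 to 1216451 and is in the paper's list, was 0.59 times that of control replicate 2 at its lowest, with a Fisher's exact p of up to 0.0919. It was 92.9% in control replicate 1 and 156% in control replicate 2, against 91.1% and 105% with 4-AN. Sharing of reads between PRN1 and PRN4 and a rise of both genes cannot be told apart from these counts. A response to 4-AN stays open for both genes, as does a difference between the cultures that is unrelated to 4-AN. The control libraries lie far from each other across all genes, but not for these genes. Control replicates 1 and 2 had 8.68 and 5.57 CPM for CDR2, and 16.1 and 19.5 CPM for PRN4. Both genes were picked by their values in these same libraries, so this closeness does not decide the question.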

How the results depend on the processing

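The likelihood ratio test, legacy = FALSE, the removal of ribosomal RNA genes, the crossed pairing, the DESeq2 fits on 3 libraries and DESeq2 filtering for an adjusted p of 0.05 were chosen after seeing the data.

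The count of 0 differentially expressed genes from edgeR's quasi-likelihood test (335 at an unadjusted p under 0.05) stayed at 0 with limma-voom, robust settings, legacy = FALSE, median-ratio size factors, library totals, no low-count filter, filterByExpr, a mean count of at least 10, and ribosomal RNA genes left out. The legacy setting is the same fit, and with a lowest adjusted p of 0.457 thresholds of 0.01 and 0.1 could not give another count, so these show nothing about stability. DESeq2 with its defaults called 104 genes (26 higher, 78 lower, 104 of the paper's list), without independent filtering 103 (26 higher, 77 lower, 103 of the list), and with filtering for an adjusted p of 0.05 it called 106 (26 higher, 80 lower, 104 of the list). The edgeR likelihood ratio test called 68 (30 higher, 38 lower, 55 of the list). The cause of the gap between the tests was not tested on these data. In simulated counts, DESeq2 recovered 69.2% of the changed genes and the quasi-likelihood test 6.7%, with 16.7% and 11.8% of their calls false. The simulation gave all libraries the same dispersion for a gene, unlike these data, so it does not explain the gap.

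With each library left out, the count ranged from 0 to 3352, with 0 to 1761 higher, 0 to 1591 lower and 0 to 103 of the paper's list. It was 2051 without control replicate 1, 3352 without control replicate 2, 0 without 4-AN replicate 1 and 1 (GST1) without 4-AN replicate 2. Without a control replicate, the remaining one is assumed to vary like the 4-AN pair, so these counts also carry any difference of a single control culture. DESeq2 on 3 libraries called 809 genes without control replicate 1 (459 higher, 350 lower, 55 of the list) and 2122 without control replicate 2 (1072 higher, 1050 lower, 101 of the list). Of the 55, 26 were upregulated and 29 downregulated.

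With the replicate number as a replicate block, edgeR called 22 genes (12 higher, 10 lower, 22 of the list). Neither the labels nor the paper state that the numbers pair the samples. The differences between replicates 1 and 2 had a correlation across genes of -0.32 between the groups. This cannot exclude a pairing, because control replicate 1 lay apart from the other libraries. With the crossed pairing, edgeR called 57 genes (20 higher, 37 lower, 54 of the list).

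The sugar transporter set stayed lower in every alternative. It was chosen by the study on these same libraries, so its direction shows little about stability. Without control replicate 1, HGT12 and HGT13 were higher with 4-AN. It passed 0.05 with camera at a preset correlation of 0.01 (p = 1.49e-06) and without control replicate 2, the range with each library left out being 0.00709 to 0.597. The real-time PCR gene set never passed 0.05. Its direction turned to higher with library totals (fry p = 0.729, not an exact test), without control replicate 2 and without 4-AN replicate 2, with p from 0.234 to 0.97 over the libraries left out. These set p-values come from models fitted over all genes. The ratio of replicate spreads of 5.81 rose to 7.54 for a mean count of at least 100 and to 8.28 with library totals.

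Of 37 named genes, 26 kept the sign of their log2 fold change under every alternative run for them. The alternatives counted next include the legacy setting, which is the same fit, and fits that leave 1 control library. DESeq2 with and without independent filtering, which share their fold changes, are both counted. Of the values of named genes under the alternatives, 450 kept their direction and their side of the threshold, 110 kept their direction and passed the threshold, and 19 changed sign. With each library left out it ranged from -7.06 to 2.55 for HGT12, -6.19 to 0.33 for HGT13, -0.33 to 0.37 for ALS3, -1.21 to 0.70 for BCR1, -0.37 to 0.26 for CPH1, -0.76 to 0.85 for EFG1, -0.41 to 0.72 for ACT1, -1.59 to 0.31 for YAK1, -0.28 to 2.72 for CKA2 and -0.12 to 0.94 for CKB2. The signs changed without control replicate 1 for HGT12, HGT13, ALS3, ACT1, CKA2 and CKB2, without control replicate 2 for BCR1, CPH1, EFG1 and YAK1, without 4-AN replicate 1 for ALS3 and without 4-AN replicate 2 for CPH1. ALS3 was at -0.01 with limma-voom and -0.0011 with filterByExpr, and EFG1 at 0.0081 with limma-voom and 0.03 with the replicate block. Library totals moved the median log2 fold change of all genes from -0.08 to 0.36, and gave 0.26 for CPH1, 0.03 for EFG1 and 0.20 for CKB1, all below that median, so these sign changes go with a shift of all genes. The depth limits ECE1 and HWP1, whose changes were not detectable, and the genes with 0 to 3 counts in a group.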

Differences from the paper's values

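The paper gives 104 differentially expressed genes, 26 higher and 78 lower. The quasi-likelihood test of edgeR called 0 genes, 0 higher and 0 lower, with 335 at an unadjusted p under 0.05. Among the alternatives set before the data were examined, DESeq2 with its defaults, which the paper's methods name, gave the paper's counts of 104, 26 and 78, and DESeq2 without independent filtering gave 103, 26 and 77. All the others differed, from 0 genes with limma-voom (298 at an unadjusted p under 0.05) to 3352 without control replicate 2. Among those chosen after seeing the values, DESeq2 filtered for an adjusted p of 0.05 called 106 genes and dropped 0 of the paper's, and the edgeR likelihood ratio test called 68. Genes of the paper's list that the quasi-likelihood test with all libraries did not call were also called with the replicate block (22), without control replicate 1 (73), without control replicate 2 (103) and without 4-AN replicate 2 (1). Among the settings chosen after seeing the values this held for the likelihood ratio test (55), the crossed pairing (54) and DESeq2 without control replicate 1 (55) or 2 (101).

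The paper's text gives a share of 6% for pathogenesis. The 4 genes that Fig. 3 lists in that category make up 3.85% of the 104, a gap between the paper's text and its own figure. No processing alternative alters this share, because it is a count over the paper's list. For unknown function the text gives 36%, where the 39 genes left in that group make up 37.5%.

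For the named genes with more than 3 counts in each group, the log2 fold changes in Table S1 differed from those of edgeR by less than the larger of the 2 standard errors. Genes with 0 to 3 counts in a group, such as GST1, OPT2 and IFF11, were left out of this comparison because their fitted fold changes depend on how each tool treats such counts. The paper states that the expression of sugar transporter genes fell with 4-AN. All 6 fell in the fit of all libraries. Without control replicate 1, the log2 fold change was -4.84 for HGT6. It was -1.35 for HGT19, -1.24 for HXT5 and -0.87 for HGT17, which had at most 14 counts in control replicate 2. HGT12, at 2.55, and HGT13, at 0.33, did not fall.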

Other observations

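Apart from the test of depth, the tests in this part were chosen only after the result was seen, those of the gene lists between 4-AN and control included, since the lists were written after Table S1 had been read.

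Control replicate 1 lay apart from the other libraries, with correlations of 0.715 to 0.744 with them, where the other libraries had 0.929 to 0.987 among themselves. Several technical explanations were tested on the ratio of the spread between the control replicates to that between the 4-AN replicates, 5.81. A scaling factor distorted by ribosomal RNA counts would shift all genes of a library alike, and with the median difference of each pair of replicates removed the ratio was still 5.80. With library totals, where these counts do act, the same step brought the ratio from 8.28 to 5.61, so a wrong scaling does not account for the spread. With every library thinned to 662662 counts outside ribosomal RNA genes it was 4.14, so lower depth accounts for only part of it. With the trend on gene length removed it was 5.70. A swap of labels with a 4-AN library is argued against by 49 genes that were at least 4 times higher in both 4-AN libraries than in control replicate 2 with a prior count of 2, of which 44 were lower in control replicate 1 than in both 4-AN libraries. An exchange with a sample from outside the series was not tested.

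Undirected noise of a poor library would leave gene lists near random lists matched on expression. Of the 12 lists, 3 lay outside the middle 95% of 10000 random lists in the difference between control replicates 1 and 2, and 3 was also the number set as the limit after the list medians had been seen. The median log2 difference was 3.12 for fatty acid beta-oxidation (14 genes, percentile 100), 1.09 for glycolysis (14 genes, percentile 99.7) and -0.63 for ribosomal proteins (67 genes, percentile 0.37). Glyoxylate and gluconeogenesis (percentile 97.3), storage carbohydrate (76.0), antioxidant (79.7), old yellow enzyme and flavodoxin (77.0), drug efflux (12.4), heat shock (9.42), core hyphal (3.14), ergosterol synthesis (3.46) and respiratory chain (11.2) genes lay inside. A hypothesis of glucose exhaustion in control replicate 1, narrowed to this form after the list medians had been seen, predicted 4 lists outside in set directions, and 2 were found so, while glycolysis genes were higher and not lower. Other differences in growth between the control cultures, which the paper harvested at the same optical density, may remain, and were not tested.

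The high share of ribosomal RNA in control replicate 1 may come from a weaker poly-A enrichment. Small nucleolar RNAs, which carry no poly-A tail, reached 0.564% of the protein-coding counts there, 5.23 times the highest share among the other libraries (0.0814% to 0.108%). Transfer RNAs reached 0.0166%, against at most 0.00383%. A difference in the RNA of the culture itself was not tested.

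Of the paper's 78 downregulated genes, 31 had control replicate 2 under 2 times the higher 4-AN library, and of the 6 sugar transporter genes 4 did (HXT5, HGT12, HGT13 and HGT17). In 67 of the 78 genes control replicate 1 was higher than control replicate 2, with median ratios to 4-AN of 20.0 and 2.75, and DESeq2 without control replicate 1 called 29 of the 78. The genes were selected by the study with both control libraries, so these counts do not decide for either list as a whole whether control replicate 1 alone sets the difference. Gene by gene, 46 of the 78 were at least 2 times higher in both controls than in both 4-AN libraries, HGT6 among them (92 and 405 counts against 10 and 16), and for 17 of the 78 control replicate 2 did not lie above both 4-AN libraries, HGT12 among them (439 and 2 counts against 5 and 18). Genes high in both controls and low with 4-AN, picked after their values were seen, include CDR4 (452 and 1122 counts against 45 and 69), UCF1 (235 and 1441 against 33 and 63) and PCK1 (924 and 2617 against 157 and 249).

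The same lists were tested between 4-AN and control with fry, adjusted over the 12 lists, which is not independent evidence because Table S1 gives fold changes of the same libraries. Old yellow enzyme and flavodoxin genes were higher (9 genes, 5 of them in the paper's list, median log2 fold change 2.56, adjusted p = 0.0409), and storage carbohydrate genes lower (13 genes, 2 in the paper's list, median -1.38, adjusted p = 0.0409). No other list passed, and with camera and an estimated correlation none did, the lowest adjusted p being 0.172. Camera with the preset correlation of 0.01 passed 7 lists, these 2 and glycolysis (lower, adjusted p = 5.66e-07), fatty acid beta-oxidation (lower, 9.57e-05), ribosomal proteins (higher, 0.00068), glyoxylate and gluconeogenesis (lower, 0.00335) and core hyphal genes (lower, 0.0241), of which only the first 2 held under fry. The hypothesis of a general rise of antioxidant genes, which would go with the oxidative stress that the paper proposes, could not be decided. The antioxidant list (18 genes, 0 in the paper's list) had a median log2 fold change of 0.49 and a fry adjusted p of 0.30.

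Of the 26 upregulated genes of the paper, 10 had another of the list within 50 kb, such as GST1 and ARR3 on chromosome 4 and CIP1 and EBP1 on chromosome 6. Random lists of 26 kept genes had a median of 4 (one-sided permutation test with 10000 draws, p = 0.025, adjusted over both lists 0.051). For the 78 downregulated genes it was 36 against a median of 32 (permutation p = 0.26). Random positions were therefore not excluded after adjustment, and the window was chosen after the positions were seen.

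Among the kinases that the paper names as targets of 4-AN, only the genes of CK2 and of YAK1, which it gives as the Candida equivalent of DYRK1A, were looked at. The paper's claim concerns kinase activity, which RNA levels do not measure. None of these genes passed the threshold in edgeR's quasi-likelihood test. Their log2 fold changes were -0.95 for YAK1, 0.38 for CKA1, 0.45 for CKA2, -0.44 for CKB1 and 0.29 for CKB2, and the sign of YAK1, CKA2 and CKB2 changed when a control replicate was left out. The real-time PCR of Fig. 4 found HYR1 lower with 4-AN, whereas its CPM was higher in both 4-AN libraries than in both controls.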
